A study of Mus musculus with 7 samples.

How the data were processed

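RNA was measured by bulk sequencing in epidermis separated from telogen skin of 7 mice, 4 KA and 3 controls. Per the labels' protocols, mice aged 8 weeks received tamoxifen at 1 mg per 40 g of body weight on 3 days in a row, RNA was taken with a column kit 2 weeks later, and libraries were made with the NEBNext Ultra RNA kit. No aligner, counting program, strand setting, genome build or annotation is stated, so overlapping and antisense genes and near-identical families are uncertain. Groups, sample numbers and sexes were taken from the sample titles. The titles also carry a letter and an animal number whose meaning is not given.

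A single table of the whole series was used. Per the file headers and its values, it gives raw read counts per gene, and normalized reads that the authors made by dividing each count by 1 size factor per sample (a signal scale without a unit). Per the file headers it also holds the authors' mean signal, the authors' log2 fold change with its standard error, the authors' test score, and the authors' p-values before and after adjustment. The column names are those that DESeq2 writes, but no label names the tool. All 7091 genes listed have an adjusted p-value of the authors under 0.05 (largest 0.04995). From p, adjusted p and rank, the authors' adjustment ran over 19407 genes. Adjusting the listed p-values over that number gave the listed adjusted values, with a largest relative difference of 5.5e-07 among the 2401 genes with p above 0.001. No other sample's column was present (0 columns).

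The table is a selection made on these libraries, which limits every test below. Totals over listed genes (9590718 to 12761458 reads) are not depths, factors computed from listed genes alone need not match those of whole libraries, and a test repeated on selected genes is conditional on that selection. This was tested on simulated data. Of unchanged genes chosen by a p-value as small as the listed ones (up to 0.0183), a median of 78.4% passed again (range 50% to 97.3% over 10 simulated tables). These tables held 122 to 160 chosen genes each, so the share need not hold for the larger table.

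Gene identifiers, symbols and positions are those of the table. They were compared with GENCODE M21 on GRCm38: 7090 of 7091 identifiers were found, 6819 with identical start and end and 7049 with the same symbol. Positions are given 1-based on that build. Abca12 and the sex-linked genes planned as checks were not analysed here.

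Counts as deposited were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, which left out 330 and kept 6761. TMM factors, robust dispersion estimates and glmQLFit with glmQLFTest were used, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Standard errors are the log2 fold change over the square root of F. The common biological coefficient of variation was 0.193. Means and SDs are of the authors' normalized reads. Where all libraries of a group held at most 3 counts, the fold is a lower bound against that floor. Before the data were examined, the design, the alternatives, the 12 gene lists and the rule for naming genes were fixed. The rule named Abca12, the 8 largest rises and 8 largest falls among genes past the threshold with a mean of at least 2 CPM and all KA libraries on one side of all controls, and up to 3 genes with the smallest adjusted p-value from each list. It gave 52 genes, of which 1 is not reported here. Other genes named in the closing section were chosen after their values were seen.

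Lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01), with fry and camera with an estimated correlation beside it. Camera compares a list with the other listed genes, all of them selected. Further lists of markers served only for tests of other cell types: dermal fibroblasts, muscle, adipocytes, melanocytes, endothelium, T cells, Langerhans cells, neutrophils and myeloid cells, and mast cells. The sex comparison used a model with genotype, sex and their product.

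The same code was tested on simulated data. It recovered 161 of 198 changed genes (81.3%) with 11 false calls among 6684 genes for the group comparison. For the interaction it recovered 165 of 196 (84.2%) with 8 false calls among 6681 genes. The interaction changes were planted larger than the group changes, and without an effect of genotype in females. The shares therefore cannot be compared, and the recovery of smaller interactions was not tested. In 20 simulated tables without list effects, 11 of 239 list tests had an unadjusted p-value under 0.05 (4.6%). Genes were drawn independently in these tables, so this share does not cover correlated genes. With 1 list raised in a further simulated table, 2 of the 12 lists were called.

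Alternatives were RLE and upper quartile factors, no filter and a mean of at least 10 counts, DESeq2 1.42.0, limma-voom, sex as a covariate, blocks by sample number, title letter and run of animal numbers, each replicate left out, a log2 fold change of at least 1, an adjusted p-value under 0.01 and the authors' adjusted p-values. Added after the table was seen were the authors' size factors, adjustment over 19407 genes, correction for GC content and gene length with and without the block by sample number (GC content was found for 6757 of 6761 genes), and fits of the lower run of animal numbers and of females alone. Sequences came from the longest annotated transcript.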

Results

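The study measured messenger RNA in the epidermis of mice in which the Abca12 gene was deleted in adult skin. Abca12 encodes a lipid transporter that keratinocytes, the main cells of the epidermis, need to build the lipid layers of the skin barrier. The mutants, called KA mice, carry a conditional Abca12 allele together with CreERT, a recombinase that acts only after tamoxifen is given and that is driven here by the keratin 14 promoter of basal keratinocytes. Controls carried the conditional allele without CreERT and received the same tamoxifen, so the comparison contains the deletion together with the presence of an active recombinase. Epidermis was separated from skin in telogen, the resting phase of the hair cycle, 2 weeks after tamoxifen. There were 4 KA libraries (2 males, KA 1 and KA 2, and 2 females, KA 3 and KA 4) and 3 control libraries (control 1 and control 3 from females, control 2 from a male), each from 1 mouse.

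The table analysed holds 7091 genes, each with an adjusted p-value of the authors under 0.05, so it is a part of each library and its column totals are not sequencing depths. Reads in the listed genes came to 10098190, 9590718 and 12761458 in controls 1, 2 and 3. They came to 12186567, 10076911, 10709405 and 10722329 in KA 1, 2, 3 and 4. The authors' size factors, which scale each library, lay between 0.888 and 1.247. The 10 most abundant genes took 12.4% to 14.5% of the listed reads per library. The first principal component of the listed genes carried 88.4% of their variance and separated the groups, with controls from -76.8 to -65.4 and KA libraries from 34.8 to 74.7, which follows from how the genes were chosen. No pair of libraries within a group agreed within sampling noise: chi-square per degree of freedom ran from 20.7 to 111.

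The targeted gene, Abca12 (ENSMUSG00000050296, chromosome 1, 71242276 to 71414910 on the minus strand of GRCm38), was not analysed here. The genotype labels were therefore taken as given. The sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, meant as a check of the sexes in the titles, were not analysed here either.

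The first comparison asked which genes differ between KA and control epidermis. In the authors' deposited table, 3727 genes were higher in KA and 3364 lower, out of 19407 genes that their adjustment ran over, a share of 36.5%. In the authors' deposited table, 1556 genes were higher and 1575 lower by at least 1 on the log2 scale. Of the listed genes, 6761 had enough reads for the refit and 6188 of these had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2976 higher and 3212 lower in KA. Requiring in addition a log2 fold change of at least 1 in size moved this count most, to 2806. Because the genes had been chosen on these same 7 libraries, passing again is not independent evidence. In simulated tables, 50% to 97.3% of unchanged genes chosen by a p-value of up to 0.0183 passed again. Those tables held only 122 to 160 chosen genes, so the range need not hold for the listed genes. With the adjustment widened to all 19407 genes, 5578 genes passed. No tested gene changed direction between the authors' deposited table and the refit. The 4 KA and 3 control values did not overlap in 6323 genes, or 93.5% of those tested, where chance gives 5.71% for genes not chosen on these libraries.

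The balance of rises and falls depended on scaling. TMM factors computed from the listed genes put 48.1% of the passing genes higher, and the authors' size factors put 52.5% of 6758 passing genes higher (3547 higher, 3211 lower). The authors' factors raised log2 fold changes by a median of 0.134, and the fold changes below, from the TMM refit, are to be read relative to that shift.

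**Figure D1:**
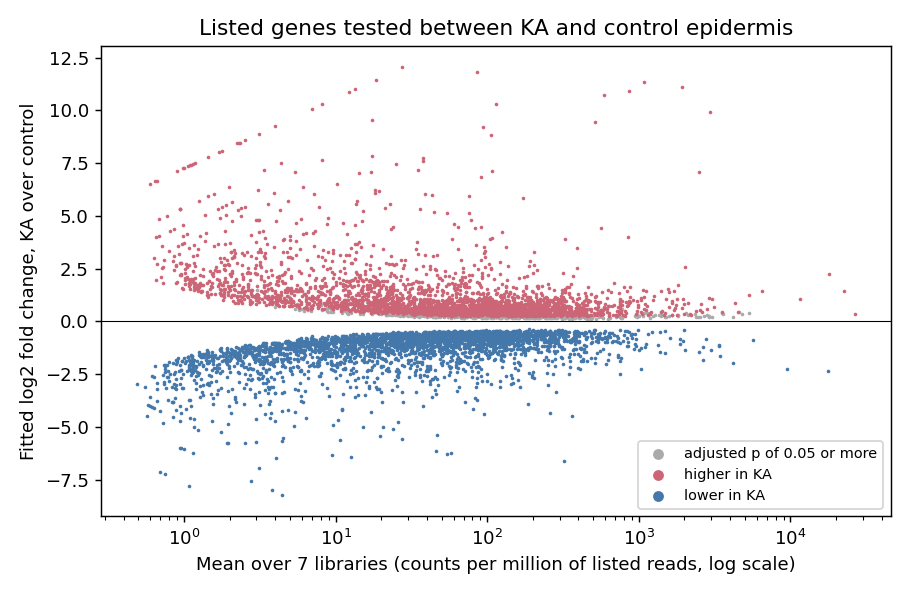
Fitted log2 fold change of KA over control (vertical axis) against the mean over the 7 libraries in CPM of listed reads (horizontal axis, log scale) for the 6761 tested genes, 1 point each. Coloured points are the 2976 genes higher and 3212 lower in KA with an adjusted p-value under 0.05; the empty band around 0 arises because the table holds only genes the authors listed as changed.

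Animal numbers form a pair of runs, 4853 to 4857 and 4875 to 4877, and the labels do not say whether these mark batches. Among the 4 animals of the lower run (2 controls, 2 KA), 5879 genes passed when tested alone. The higher run has 1 control and gives no test, but in 6071 of the 6188 genes (98.1%) both of its KA libraries lay beyond its control in the direction of the pooled fit. With the run as a term in the model, 6108 genes passed. Among females alone (2 controls, 2 KA), 4174 genes passed. Males have 1 control, and 6177 of the 6188 genes (99.8%) had both KA males beyond it in the direction of the pooled fit. The shares in the higher run and in males follow largely from the choice of the genes, which used these same libraries, and are no test. The counts of 5879 and 4174 genes are conditional on the same choice and are no independent check.

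The largest rises were in genes nearly silent in control epidermis. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) went from 7.32 ± 3.95 normalised reads (SD, n = 3) in controls to 21490 ± 15500 (SD, n = 4) in KA, a log2 fold change of 11.35 (SE 0.98; edgeR quasi-likelihood adjusted p = 3.59e-05). Its neighbour S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) went from 7.89 ± 1.64 (SD, n = 3) to 17070 ± 10900 (SD, n = 4), a log2 fold change of 10.91 (SE 0.85; edgeR quasi-likelihood adjusted p = 2.5e-05). BC100530 (ENSMUSG00000071561, chromosome 16, 36359382 to 36367748) went from 14.8 ± 12.2 (SD, n = 3) to 37960 ± 11000 (SD, n = 4), a log2 fold change of 11.11 (SE 0.51; edgeR quasi-likelihood adjusted p = 1.02e-06). For 5 further genes all controls held at most 3 counts, so the rise of the mean is a lower bound against that floor. Sprr2d was at least 610-fold higher, Uox at least 199-fold, BC117090 at least 132-fold, Gm5416 at least 96.3-fold and Ankk1 at least 87.2-fold. Uox rested on widely spread values, 1403, 261, 64.8 and 483 normalised reads in KA 1 to KA 4. BC100530, BC117090, Gm5416, Stfa1 and Stfa3 lie close together on chromosome 16 in the stefin A family, and Sprr2d belongs to a family of similar genes, so how the reads were divided within each family is uncertain.

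The largest falls ended near 0 in KA. Lce1m (ENSMUSG00000027912, chromosome 3, 93017810 to 93019060), a gene of the late cornified envelope family, fell from 7536 ± 3780 normalised reads (SD, n = 3) to 83.7 ± 57.8 (SD, n = 4), a log2 fold change of -6.60 (SE 0.60; edgeR quasi-likelihood adjusted p = 4.69e-05). Rspo3 (ENSMUSG00000019880, chromosome 10, 29452416 to 29535867) fell from 220 ± 38 (SD, n = 3) to 2.94 ± 2.92 (SD, n = 4), a log2 fold change of -6.32 (SE 0.50; edgeR quasi-likelihood adjusted p = 1.03e-05). Npy1r fell from 94.4 ± 23.2 (SD, n = 3) to 1.04 ± 2.08 (SD, n = 4), and the pseudogene Mrgprb9-ps from 294 ± 38.6 (SD, n = 3) to 3.64 ± 4.91 (SD, n = 4). Mrgprb9-ps has close paralogs beside it, so its reads are uncertain. All KA libraries held at most 3 counts of Kel, Gng13, Cys1 and the lincRNA AC165961.3, which were at least 33.4-fold, 28.7-fold, 23.5-fold and 21-fold lower. Each bound compares the mean of the other group with a fixed 3 counts per library. It leaves out the spread between libraries, and reads without molecular identifiers are not independent molecules.

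**Figure D2:**
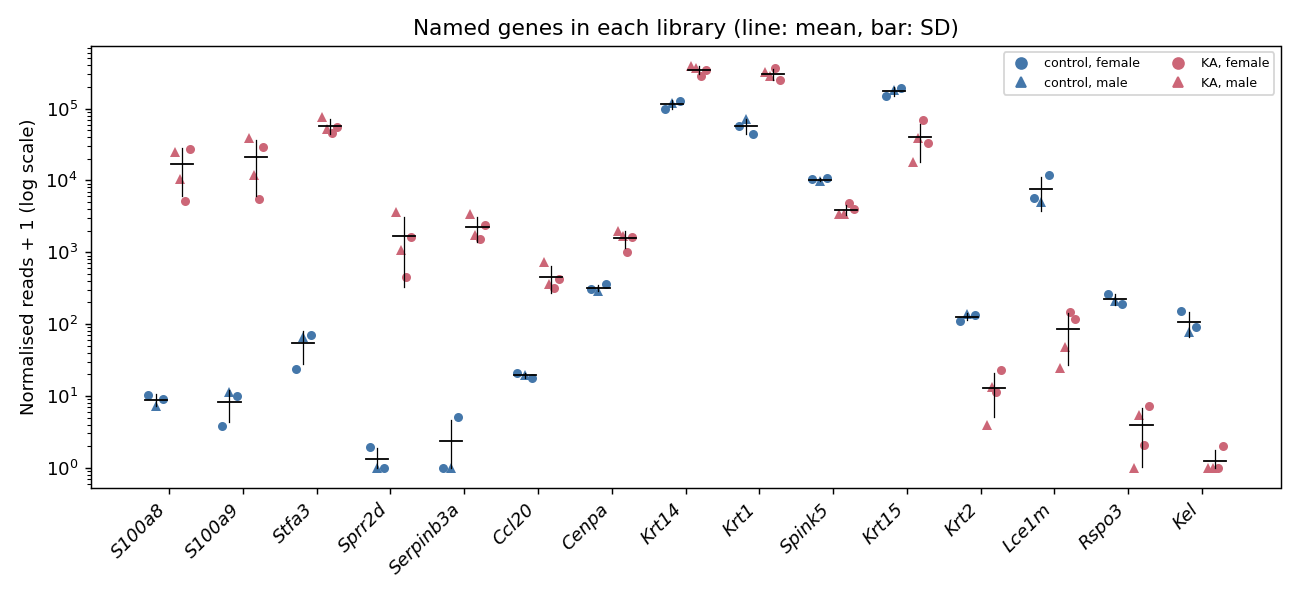
Normalised reads plus 1 (vertical axis, log scale) of 15 named genes in the 3 control libraries (blue) and 4 KA libraries (red), circles for females and triangles for males, with the mean as a horizontal line and 1 SD as a vertical bar that stops at 0 reads. For S100a8 the controls average 7.89 and the KA libraries 17070, and for Lce1m the controls average 7536 and the KA libraries 83.7.

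The second comparison asked whether 12 lists of epidermal, follicle and inflammation genes moved together. The lists hold 270 genes, of which 170 are in the table, and 7 of those are in more than 1 list. By camera with an inter-gene correlation of 0.01, 8 of the 12 lists differed from the other listed genes with an adjusted p-value under 0.05, all upwards. All 8 also passed fry, which called 11 lists, and none passed camera with an estimated correlation, where 1 list had an unadjusted p-value under 0.05. That setting moved this result most. Of the 35 ways to split the 7 libraries into 4 and 3, the real one included, 5 called at least 8 lists. Every other split still holds KA and control libraries in unequal shares, so part of the genotype contrast stays in it. The splits therefore cannot tell correlated genes from genotype as the source of list calls.

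Stress keratins and alarmins had 14 of 19 genes in the table, all higher, with a median log2 fold change of 7.13 (camera adjusted p = 9.62e-12). All 13 tested genes passed, both over all genes and adjusted over the list alone. Stfa3 went from 53.1 ± 26.4 normalised reads (SD, n = 3) to 57760 ± 13300 (SD, n = 4), Stfa1 from 13.3 ± 5.03 (SD, n = 3) to 10190 ± 4530 (SD, n = 4) and Serpinb3a from 1.34 ± 2.32 (SD, n = 3) to 2256 ± 852 (SD, n = 4). The proliferation list had 22 of 25 genes in the table, all higher, with a median of 1.77 (camera adjusted p = 8.19e-08). All 22 passed over all genes and adjusted over the list alone. Cenpa went from 318 ± 34.3 (SD, n = 3) to 1558 ± 403 (SD, n = 4), Ccnb2 from 190 ± 35.1 (SD, n = 3) to 936 ± 233 (SD, n = 4) and Aurka from 149 ± 6.43 (SD, n = 3) to 604 ± 165 (SD, n = 4).

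Inflammatory cytokines had 14 of 29 genes in the table, all higher. The fitted median was 5.16, or 4.11 with 6 genes that were at the count floor in controls set to their bounds (camera adjusted p = 0.000252). All 12 tested genes passed over all genes and adjusted over the list alone. Ccl20 went from 18.4 ± 1.52 normalised reads (SD, n = 3) to 459 ± 189 (SD, n = 4) and Ccl22 from 43 ± 26.1 (SD, n = 3) to 642 ± 58.5 (SD, n = 4), and Cxcl2 was at least 25.1-fold higher. Upper follicle genes had 9 of 14 in the table, 8 higher and 1 lower, with a median of 1.24 (camera adjusted p = 0.000546), and 8 of them passed over all genes and adjusted over the list alone. Teddm3 went from 21.4 ± 4.1 (SD, n = 3) to 1468 ± 515 (SD, n = 4), Defb6 from 5724 ± 1080 (SD, n = 3) to 17160 ± 2710 (SD, n = 4) and Krt79 from 30580 ± 1050 (SD, n = 3) to 79320 ± 10800 (SD, n = 4).

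Cornified envelope genes moved both ways. Of 36 genes in the table out of 42, 26 were higher and 10 lower, with a median of 2.27, or 2.24 with 9 floor genes at their bounds (camera adjusted p = 0.00966). The refit passed 21 higher and 10 lower genes over all genes, and 32 adjusted over the list alone. Sprr1b rose from 4.03 ± 4.71 normalised reads (SD, n = 3) to 2078 ± 981 (SD, n = 4), Rptn from 48.1 ± 11 (SD, n = 3) to 1514 ± 745 (SD, n = 4) and Casp14 from 1078 ± 143 (SD, n = 3) to 3999 ± 831 (SD, n = 4), while Lce1m fell. This list no longer passed after correction for GC content and length, nor with limma-voom.

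Cholesterol synthesis had 12 of 22 genes in the table, all higher, with a median of 0.94 (camera adjusted p = 0.00966), and 10 passed over all genes and adjusted over the list alone. Sqle went from 2443 ± 162 normalised reads (SD, n = 3) to 4193 ± 442 (SD, n = 4) and Ebp from 912 ± 74.1 (SD, n = 3) to 2316 ± 420 (SD, n = 4). Barrier lipid genes had 15 of 22 in the table, 12 higher and 3 lower, with a median of 0.51 (camera adjusted p = 0.0387). In this list 10 genes passed as higher and 3 as lower over all genes, and 13 adjusted over the list alone. Degs1 rose from 1606 ± 84.9 (SD, n = 3) to 5490 ± 927 (SD, n = 4) and Degs2 from 32.1 ± 12.3 (SD, n = 3) to 307 ± 55.5 (SD, n = 4), while Sptlc3 fell from 1812 ± 137 (SD, n = 3) to 983 ± 67.8 (SD, n = 4). Sebaceous gland genes had 15 of 24 in the table, 12 higher and 3 lower, with a median of 0.89 (camera adjusted p = 0.0387), and 13 passed adjusted over the list alone. Fabp5 rose from 5420 ± 2270 (SD, n = 3) to 35270 ± 9890 (SD, n = 4), Awat1 from 268 ± 157 (SD, n = 3) to 1338 ± 162 (SD, n = 4) and Plin2 from 1905 ± 564 (SD, n = 3) to 4214 ± 710 (SD, n = 4). Barrier lipids and sebaceous gland no longer passed after correction for GC content and length, nor without control 3 or without KA 3. Awat1 and other sebaceous genes were high in control 2.

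The other 4 lists did not pass camera. Desquamation had 7 genes higher and 7 lower in the table (median -0.20, camera adjusted p = 0.98). Klk6 rose from 37.3 ± 10.9 normalised reads (SD, n = 3) to 1457 ± 325 (SD, n = 4), Tmprss11f fell from 339 ± 29.4 (SD, n = 3) to 44.5 ± 12.8 (SD, n = 4) and Spink5 fell from 10300 ± 580 (SD, n = 3) to 3914 ± 652 (SD, n = 4). Genes of spinous and basal differentiation had 4 higher and 10 lower (median -0.71, camera adjusted p = 0.215). Krt1 rose from 58070 ± 14300 (SD, n = 3) to 304300 ± 52700 (SD, n = 4) and Krt14 from 116300 ± 16500 (SD, n = 3) to 348600 ± 43200 (SD, n = 4), while Krt2 fell from 126 ± 13.9 (SD, n = 3) to 11.9 ± 7.75 (SD, n = 4). Follicle bulge had 2 higher and 5 lower (median -0.91, camera adjusted p = 0.413). Krt15 fell from 174900 ± 24200 (SD, n = 3) to 40040 ± 21900 (SD, n = 4) and Col17a1 from 50810 ± 7920 (SD, n = 3) to 24530 ± 6140 (SD, n = 4), while Postn rose from 5318 ± 1160 (SD, n = 3) to 16340 ± 4670 (SD, n = 4). Of the 25 hair shaft and anagen genes 5 were in the table, 2 higher and 3 lower (median of 3 tested genes -2.05, camera adjusted p = 0.206). Krt32 fell from 320 ± 96.4 (SD, n = 3) to 84.3 ± 63 (SD, n = 4), Krt33a from 15.4 ± 2.13 (SD, n = 3) to 2.68 ± 2.57 (SD, n = 4) and Lef1 from 20.1 ± 7.33 (SD, n = 3) to 6.19 ± 4.2 (SD, n = 4). Among females alone the fall of Lef1 did not pass.

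**Figure D3:**
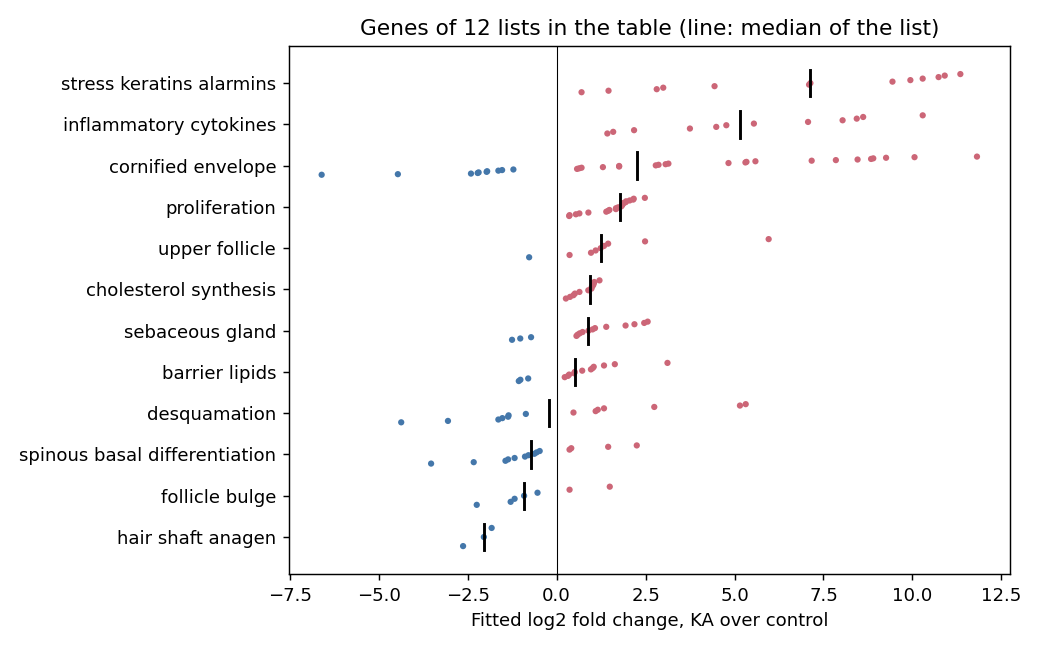
Fitted log2 fold change of KA over control (horizontal axis) of the tested genes of 12 lists, 1 point per gene, red for higher and blue for lower in KA, with the median of each list as a black line. Medians run from -2.05 for hair shaft and anagen genes to 7.13 for stress keratins and alarmins; fitted values of genes at the count floor depend on the prior count.

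The third comparison asked whether the effect of genotype differed between the sexes. The controls have 1 male and the model leaves 3 residual degrees of freedom. Of 6761 genes, 3 had an adjusted p-value under 0.05 for the interaction, and 217 had an unadjusted p-value under 0.05, where 338 would be given by chance. Mrgprb11-ps fell more in males, by a further -6.12 on the log2 scale (SE 0.70; edgeR quasi-likelihood adjusted p = 0.0194). Its counts were 1484, 1409 and 1455 in controls 1 to 3 and 0, 1, 40 and 34 in KA 1 to KA 4. Both KA males thus held at most 3 counts, so the size of the fitted value depends on the prior count and is uncertain. Aadacl4 and Ces4a rose less in males, with interaction values of -2.41 (SE 0.32; edgeR quasi-likelihood adjusted p = 0.0469) and -2.05 (SE 0.29; edgeR quasi-likelihood adjusted p = 0.0488). In both, the male control stood above the female controls, with 348 counts of Aadacl4 against 73 and 115, and 412 counts of Ces4a against 98 and 92. The count of 3 was not stable: DESeq2 gave 8, limma-voom gave 0 (203 at an unadjusted p-value under 0.05), and the fit with the run of animal numbers as a term gave 0 (241 unadjusted). Without KA 3 it was 6, without KA 4 it was 1, and without control 1, control 3, KA 1 or KA 2 it was 0 (223, 174, 114 and 354 unadjusted).

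**Figure D4:**
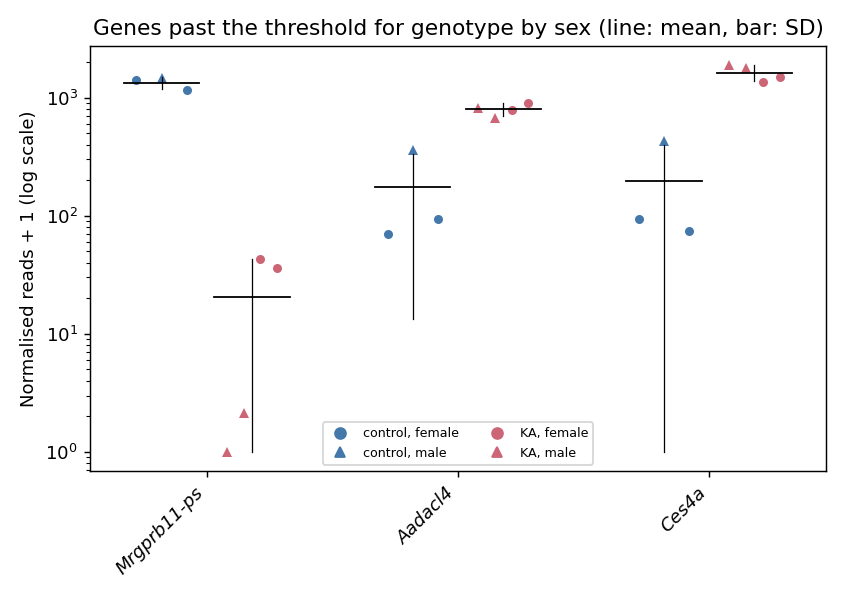
Normalised reads plus 1 (vertical axis, log scale) of Mrgprb11-ps, Aadacl4 and Ces4a in the 3 control libraries (blue) and 4 KA libraries (red), circles for females and triangles for males, with the mean as a horizontal line and 1 SD as a vertical bar that stops at 0 reads. The single male control lies above both female controls for Aadacl4 and Ces4a, and the 2 KA females keep more Mrgprb11-ps than the 2 KA males.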

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

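The tests of sex-related genes and of single libraries in this part were chosen after the results were seen.

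In 55 genes, those named by rule and those of the sex comparison, the 4 KA libraries were checked for 1 value far from the rest, as the gap to its nearest neighbour over the whole range. This ratio passed the 95% limit of Dixon's test in 7 genes, where chance gives 2.8. In 3 of the 7 the whole pattern is a single read: Kel and AC165961.3 in KA 4 and Gng13 in KA 1, each with a ratio of 1 because the other libraries hold 0. Npy1r also has a ratio of 1, from 4 counts in KA 4 and 0 in the others. These 4 rest on counts too low to interpret, and no explanation was tested.

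In the other 3 genes KA 1 stood above the rest. The ratio was 0.903 for Ankk1, 0.894 for Sprr1b and 0.922 for Teddm3, and KA 1 exceeded the mean of the other KA libraries 2.68-fold, 2.23-fold and 1.85-fold. These folds are of normalised reads, which are already divided by the size factor of each library. The size factor of KA 1 was 1.08 times the mean of the others. Setting it beside folds from which it was removed is no test of library size. The folds are those that remain after that scaling. A stronger response throughout KA 1 stays open as a hypothesis, since its change from the controls had a slope of 1.22 on that of the other KA libraries across the listed genes. Sex or run of animal numbers alone would place KA 2, also male and of the same run, with KA 1, but KA 2 stood at 0.882 to 1.03 times the mean of KA 3 and KA 4 in these genes. The title letter stays open and was not tested.

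The effect of genotype differed between the sexes in 3 genes, by the interaction term. For Mrgprb11-ps the value was -6.12 on the log2 scale, a size left uncertain because both KA males held at most 3 counts. This gene lies with Mrgprb2, Mrgprb3 and Mrgprb9-ps on chromosome 7 between 48550965 and 48685614, and the 4 fell together. In KA 3 and KA 4 they kept a median of 3.61% of the control level (range 1.42% to 5.95%). An inherited deletion of the cluster would leave 0, 50 or 100%, also in any unaffected tissue of the same mouse, and 3.61% argues against it unless reads came from other animals. Reads carried over from control libraries were tested against 9 sets of genes nearly silent in the other KA libraries. Over the 4 genes KA 3 kept 3.08% of the control level (95% Poisson interval 2.40% to 3.90%), while the sets limit carry-over into KA 3 to between 1.1% (the strictest, 4 genes) and 3.2%. The strictest limit holds after adjustment for the 9 sets and argues against carry-over there, although the largest limit lies within the interval. In KA 4 the share was 3.64% (2.90% to 4.52%) and the limits ran from 2.5% to 3.95%. There too the strictest limit lies below the interval and the largest lies within it. KA 4 was left open because its interval clears the strictest limit by less than a margin set after the values were seen. Without that margin KA 4 would be read as KA 3 was, so their different reading rests on that choice. With the margin, carry-over cannot be told apart in KA 4 from residual expression. An inherited allele of low expression was not tested. Within 2 Mb, 9 other listed genes went both ways (5 higher, 4 lower). A candidate explanation for the sex difference is residual expression that KA 3 and KA 4 share over lowered genes. Of 16 other genes that fell below 5% of control, 11 (68.8%, against 16.7% by chance) fit this. They stood higher in both KA 3 and KA 4 than in both KA 1 and KA 2. Mrgprb2, Mrgprb3 and Mrgprb9-ps of the same cluster are among them and are not independent of the pattern. The chance value treats genes of the same libraries as independent, so it is no measure of significance. In KA mice sex cannot be separated from the run of animal numbers or, for KA 3 and KA 4, from title letter C. A difference of sex itself stays open and was not tested apart from these. Reads shared between the 4 paralogs were not tested either.

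For Aadacl4 and Ces4a the interaction values were -2.41 and -2.05. Both rest on control 2, the single male control, which stood above the mean of controls 1 and 3 by 2.14 and 2.34 on the log2 scale. More sebaceous gland tissue in control 2 is a candidate explanation: 13 of the 15 sebaceous gland genes in the table were higher there, with a median log2 ratio of 0.87, above the largest of 10000 random lists matched on expression (0.23). The median of these ratios is smaller than those of Aadacl4 and Ces4a, so the share of gland tissue need not account for all of it. A biological difference between male and female controls stays open and cannot be tested with 1 male.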

How the results depend on the processing

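The count of 6188 genes stayed within 1.5 times under all alternatives except a log2 fold change of at least 1, which gave 2806 because it adds a criterion. The others gave from 4174 (females alone) to 7091 (the authors' adjusted p-values), and leaving out 1 replicate at a time gave from 5792 to 6132. RLE factors gave 5975, upper quartile factors 6207, DESeq2 6059 and limma-voom 6183. Correction for GC content and length gave 5547 and reversed 228 genes, none of them named by rule.

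The count of 8 lists fell to 0 with camera's estimated correlation (1 list at an unadjusted p-value under 0.05), a setting that allows for correlated genes, and to 5 after correction for GC content and length (the lists lost were cornified envelope, barrier lipids and sebaceous gland, and all 3 passed again, with 8 lists in all, when the replicate block by sample number was added to that correction; the cause was not tested). Leaving out 1 replicate gave from 6 to 8, with 6 without control 3 or without KA 3.

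The count of 3 genes for the sex interaction was 1 with a mean of at least 10 counts, 8 with DESeq2, 0 with limma-voom, 0 with the run of animal numbers as a block and 0 after correction for GC content and length. These last 3 had 203, 241 and 228 genes at an unadjusted p-value under 0.05. The cause was not tested. The fits that each left out 1 replicate gave from 0 to 6 genes, and 1 without KA 4. No interaction could be fitted without control 2, with the replicate block by sample number, in the lower run of animal numbers or in females alone. Beyond these, among single genes 2 named results were weaker in a smaller subset (Uox in the lower run, Lef1 in females); 14 list results were weaker and 3 stronger, plus 4 weaker with a replicate left out; and 12 results of interaction genes were weaker, plus 14 with a replicate left out. None reversed. Abca12 gave no value under any setting.

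Sample numbers are shared between groups, so a replicate block by number was fitted: it gave 5749 genes and 8 lists, and 4960 genes with the GC and length correction. Whether the numbers pair the samples is not stated. Same-numbered samples deviated from their group means with correlations of -0.19, 0.13 and -0.10 for numbers 1, 2 and 3. These values show no shared deviation by number, but they cannot rule out a pairing. A block by title letter gave 5957 genes and 4 interaction genes. Letters A, B and C go with numbers 1, 2 and 3 in both groups. The block by letter therefore differs from the block by number only for KA 4, which shares letter C with KA 3.

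Because the table holds only selected genes, no alternative can show which unlisted genes changed, and counts of passing genes are not error rates.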

Other observations

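The tests in this part were chosen after the results were seen, except the split tests, the thinning of libraries and the comparison of noncoding with matched coding genes.

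Of the 35 ways to split the 7 libraries into 4 and 3, 1, the real one, gave as many as 6188 genes, and the next gave 2897 (KA 1, KA 2 and KA 4 against the rest). The listed genes were chosen for the real split, so this test is decided by that choice and says nothing on chance. For lists, 5 of the 35 splits gave at least 8, with a median of 6 over the other splits. The other splits hold KA and control libraries in unequal shares, and the genes were chosen for the real split. Whether list calls with a preset correlation reflect correlated genes or the grouping therefore cannot be told from these splits.

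The KA libraries moved from the controls by unequal amounts. The slope of each library's change on the mean change of the other KA libraries, across listed genes, was 1.22, 1.01, 0.81 and 0.90 for KA 1 to KA 4. The values argue against library size: thinned to the smallest library, KA 1 kept 1.22 and KA 3 kept 0.81. Unaffected epidermis mixed into KA 3 was tested on raised genes. Those raised at least 8-fold in the other KA libraries (177 genes) fell short in KA 3 by a median of 0.80 on the log2 scale, where a share of 11.6% would give 0.18, which argues against mixing as the whole cause of the weaker rise. For lowered genes the part that mixing adds cannot be told apart from residual expression in KA 3 or KA 4. Genes with at least 1000 normalised reads in controls and under 10% of that in the other KA libraries kept a median of 1.45%, 3.35%, 9.88% and 6.48% of control in KA 1 to KA 4, and what these genes would keep without mixing is not known. Their lowest members limit mixing to 0.565%, 0.849%, 2.55% and 4.18% in KA 1 to KA 4, below each median. Above the limit were 13 of 17 genes in KA 3 and 10 of 14 in KA 4. Mixing within these limits would not give the whole of the medians, but limit and median come from the same genes. A milder response in some animals, or their sex, animal number or letter, stays open and was not tested.

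Genes differed in direction by length and type. The shortest eighth of tested genes was higher in KA in 70.1% of cases (median log2 fold change 0.56), the longest eighth in 32.1% (median -0.68). Noncoding genes (372 tested) were lower in 70.7% of cases, with a median of -1.15, or -1.02 with the authors' size factors. The values argue against GC content and length as the whole cause: after removing those trends the median was -1.32. They also argue against low expression: of protein-coding genes drawn to match on expression, 53.5% were lower (median of 1000 draws, 44.6% to 62.4%). Antisense genes stay uncertain because no strand setting is stated, and differences in RNA from nuclei or genomic DNA were not tested. Ribosomal protein genes (37 tested, 36 higher) had a median of 0.33, or 0.46 with the authors' factors, and 0.06 after the trends were removed. Length and GC content cannot be told apart from a real rise there, since the trend was fitted on genes chosen for their change. All 20 genes of the mitochondrial genome were higher with either scaling (median 0.66 and 0.79).

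T-cell receptor genes went apart. Trdc, the constant region of the delta chain, fell from 444 ± 58.5 normalised reads (SD, n = 3) to 138 ± 15.8 (SD, n = 4) and Trdv4 from 96 ± 12.4 (SD, n = 3) to 20.4 ± 9.34 (SD, n = 4). Trbc1, of the beta chain, rose from 157 ± 23 (SD, n = 3) to 337 ± 84.9 (SD, n = 4), a log2 fold change 2.78 above that of Trdc. Cd5, Cd6 and Icos also rose (log2 fold change 1.71, 1.45 and 3.77), while Cd3e and Cd3g fell by 0.83 and 0.92. Trac, at 0.89, had an edgeR quasi-likelihood adjusted p of 0.0511. A lower share of all T cells would lower all of them, so these values argue against it. A hypothesis that stays open is a shift from gamma-delta to alpha-beta T cells, which these bulk data may only hint at. These directions were the same with the authors' size factors and after the GC and length correction, where Trbc1 rose by 0.40.

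Other marker lists gave these results. Langerhans cell genes had 8 of 9 in the table, 7 higher, with Cd74 from 12240 to 28020 normalised reads on average. T cells had 5 of 12 (2 higher, 3 lower), neutrophils and myeloid cells 8 of 14 (5 higher, 3 lower), dermal fibroblasts 3 of 14 (1 higher, 2 lower; Vim from 2088 to 4559), adipocytes 3 of 9, all higher (Lpl from 193 to 656), melanocytes 2 of 8, both lower, endothelium 2 of 9, both higher (Pecam1 from 14.5 to 42.5), and muscle and mast cells none of theirs. Control epidermis already held at least 10 normalised reads on average of all 8 Langerhans cell genes, all 5 T-cell genes and 5 of the 8 neutrophil and myeloid genes, and S100a8 is also in the list of stress keratins and alarmins, so no share of other cells was drawn from them.

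S100a9 rose together with the stefin A genes in KA, and its proportion to them differed from gene to gene. The ratio of S100a9 to BC100530 counts was 0.748, 0.401, 0.190 and 0.726 in KA 1 to KA 4, a range of 3.94-fold. The ratio of S100a9 to Gm5416, of the same family, ranged only 1.29-fold. Over the KA libraries S100a9 itself varied 7.09-fold and Cxcr2 1.76-fold, and in the family Stfa3 varied 1.66-fold, BC100530 1.8-fold, Stfa2 1.88-fold, Stfa1 2.69-fold, BC117090 3.73-fold and Gm5416 8.37-fold. Infiltrating cells with fixed transcript proportions as the only source of both S100a9 and BC100530 would give a steady ratio, but with 4 single libraries this cannot be told apart from cells in different states.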
